A study of Mus musculus with 24 samples. Its data were reported in "Arid3b suppresses CD8 + T cell infiltration and function in microsatellite-stable colorectal cancer via Runx3" (2026).

How the data were processed

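Poly(A) RNA of sorted OT-I CD8+ T cells was made into TruSeq Stranded mRNA libraries and sequenced as paired-end Illumina reads, per the labels and the study's methods. The authors deposited 1 table of estimated counts per gene, with a column for each of the 24 libraries and 55291 gene symbols. The submitters' processing notes list STAR 2.6.1d, Salmon 0.13.1 and DESeq2 1.34.0 and the builds GRCm38 and mm10 without giving their roles. The annotation release and the step from transcripts to genes are not given in the sources used here. The deposited expected counts were not scaled to a common total, and 5.79% of them (76819 of 1326984 values) were not whole numbers, as an estimate that splits reads between similar transcripts gives. Genes with close copies, such as the granzyme cluster, are therefore uncertain one by one. Library totals ran from 13061175 to 31818749 counts, so that 3 counts, taken as the floor of a single library, stood for 0.0965 to 0.245 CPM, for counting error alone.

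Groups were taken from the labels, with 4 genotypes, 2 culture conditions and 3 libraries in each of the 8 groups. Expected counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr on the groups, which left 14197. One model with a coefficient per group was fitted to all 24 libraries in edgeR 4.0.16 (R 4.3.3) with TMM factors and robust quasi-likelihood dispersions. Contrasts were tested with the quasi-likelihood F test and Benjamini-Hochberg adjustment within each contrast, and a gene was called at an adjusted p under 0.05 with any fold change. The number of called genes that changed over 2-fold stands beside it. The SE of a log2 fold change was its size divided by the root of the F statistic. The 18 contrasts were 10 between genotypes within a condition, 4 of co-culture against untreated cells within a genotype, the Arid3b by Runx3 interaction in each condition and the interaction of each single knockout with co-culture.

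18 gene lists were fixed before the data were examined, from general knowledge of CD8+ T cells and of epithelial, B, myeloid and natural killer cells, and 1 of them from the genes that the study's text names. They cover cytotoxic effectors, cytokines and chemokines, T cell receptor induced genes, checkpoint and exhaustion genes, tissue residency, circulation and lymphoid memory, chemokine receptors, integrins and adhesion, helper lineages, transcription factors of CD8 differentiation, JAK-STAT signalling, cell cycle, interferon response, glycolysis, p53 response, epithelial tumour cell markers, B cell and myeloid markers, natural killer receptors and the genes of the study's text. Each list was tested in each contrast with camera (limma 3.58.1, preset correlation of 0.01 between genes) on log2 CPM with a prior count of 2, with Benjamini-Hochberg adjustment over the 324 tests. Of the 102 calls, 70 also passed with a correlation estimated from the data. No called list had a median and a test of opposite sign, and none changed the sign of its median under RLE or upper quartile factors or DESeq2. The words rose and fell are used of single genes called by edgeR, and shifted of a list called by camera.

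Genes are named by a rule written before the data were examined. Per pairwise contrast it takes Arid3b and Runx3, the 8 called genes with the largest increase and the 8 with the largest decrease (mean log2 CPM of at least 1, no clone names, no overlap between the libraries of both groups), up to 4 members with the smallest adjusted p from each list, and genes that the study's text names. For an interaction it takes the 8 genes with the smallest adjusted p. A few genes that the rule takes are not reported here. Coordinates are from GENCODE M21 on GRCm38, matched by symbol. That annotation held 96.38% of the symbols in the table and 1 gene for 370 of 372 named ones.

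The fit was tested on simulated data for untreated Arid3b-KO against Control over 14197 genes with 200 changed. It called 26 of 67 genes at 1.5-fold, 50 of 67 at 2-fold and 64 of 66 at 4-fold, with 5 false calls among 13997 unchanged genes. Alternatives were DESeq2 1.42.0, RLE and upper quartile factors, no filter beyond 1 count, a stricter filter (1 CPM in 3 libraries), a fit on the compared groups alone, the replicate number as a block, a 2-fold limit, the threshold of the study, each library left out in turn, and for lists an estimated correlation, fry and the block. The fit without the 4 libraries that stand apart and the one without genes under 0.1 CPM in untreated libraries were added after the data were seen. For effects that share Control libraries, unchanged groups were simulated against those controls in 20 draws.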

Results

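RNA sequencing measured gene expression in 24 libraries of mouse CD8+ T cells. The cells carried the OT-I T cell receptor, which recognises a peptide of ovalbumin, and were edited with CRISPR/Cas9 guides against Arid3b (Arid3b-KO), against Runx3 (Runx3-KO), against both genes (Arid3b/Runx3-dKO) or with a control guide (Control). Arid3b codes for a DNA-binding protein of the ARID family, and Runx3 for a Runt-domain transcription factor that directs CD8+ T cell identity and cytotoxicity. Each genotype was kept in culture with 20 ng/mL interleukin-2 untreated or was co-cultured for 4 h with CMT93-OVA, a mouse colorectal carcinoma line made to carry ovalbumin, which gives 8 groups with 3 libraries each. The series was set up to ask how much of the expression change in Arid3b-deficient T cells depends on Runx3. The untreated libraries held 18899675, 16756245 and 14571956 counts in Control, 16450712, 17468808 and 15613690 in Arid3b-KO, 29263015, 24054035 and 28472677 in Runx3-KO and 13061175, 14853632 and 14565223 in Arid3b/Runx3-dKO. The co-culture libraries held 16727635, 19326307 and 15513601 in Control, 15453599, 19191322 and 31818749 in Arid3b-KO, 24492618, 15233575 and 18556455 in Runx3-KO and 22034108, 15011021 and 24744088 in Arid3b/Runx3-dKO. Differences were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over 14197 genes, and genes are called changed, higher or lower at an adjusted p under 0.05. Log2 fold changes are given ± SE, and expression levels as mean counts-per-million values (CPM) ± SD over n = 3 libraries. Gene lists were tested with camera, whose p stands alone where the call also held with an estimated correlation. For each gene printed here as higher or lower in a pairwise comparison, 3 of 3 libraries of the first group lay on that side of the other group's mean. The study describes its samples as biologically independent, without saying whether the libraries of a group came from separate cultures or animals, and the p-values measure the spread between these libraries.

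The targeted genes were first read in every library. Arid3b (chromosome 9, 57790353 to 57836793 on GRCm38) was at 7.04, 9.11 and 7.39 CPM in Control untreated and 9.02, 7.1 and 6.93 CPM in Arid3b-KO untreated. It was at 9.42, 8.94 and 10.4 CPM in Runx3-KO untreated and 8.01, 5.62 and 13.8 CPM in Arid3b/Runx3-dKO untreated. After co-culture the values were 7.3, 4.26 and 6.63 CPM in Control, 5.22, 8.51 and 8.56 in Arid3b-KO, 7.99, 4.55 and 11.3 in Runx3-KO and 6.54, 9.43 and 9.73 in Arid3b/Runx3-dKO. Runx3 (chromosome 4, 135120652 to 135177990) was at 117, 108 and 111 CPM in Control untreated, 134, 130 and 117 in Runx3-KO, 99.4, 114 and 106 in Arid3b-KO and 119, 120 and 155 in Arid3b/Runx3-dKO. Its co-culture values were 102, 105 and 101 CPM in Control, 109, 99.2 and 108 in Runx3-KO, 119, 99.2 and 116 in Arid3b-KO and 115, 118 and 113 in Arid3b/Runx3-dKO. Neither transcript differed from Control past the test in cells edited at that gene. The log2 fold change of Arid3b was -0.03, adjusted p = 1 in Arid3b-KO untreated and 0.30, adjusted p = 1 in co-culture. That of Runx3 was 0.18, adjusted p = 0.322 in Runx3-KO untreated and 0.04, adjusted p = 0.89 in co-culture. Small insertions and deletions made by Cas9 need not lower the amount of a transcript, so these levels do not check the labels.

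The main axis of variation separated the culture conditions, with 42.3% of the variance of log2 CPM on the first principal component. The co-culture libraries held transcripts of epithelial marker genes. Krt8, an intermediate filament protein of simple epithelia (chromosome 15, 101996698 to 102004482), was at 60.6 ± 11.7 CPM in Control co-culture, 62.2 ± 11.1 in Arid3b-KO, 66.8 ± 14.6 in Runx3-KO and 53.8 ± 11.4 in Arid3b/Runx3-dKO. Counts from genes under 0.1 CPM in the untreated libraries made up 0.176% ± 0.0136 of the total in Control co-culture, 0.173% ± 0.0323 in Arid3b-KO, 0.1897% ± 0.0199 in Runx3-KO and 0.189% ± 0.0292 in Arid3b/Runx3-dKO, against 0.0158% ± 0.00288 in Control untreated. Runx3-KO co-culture replicates 2 and 3 stood apart from the rest on components 2 and 3. Control untreated replicate 2 stood apart in its residual spread and had 11.4% ribosomal protein counts, the lowest share of the 24 libraries. Arid3b/Runx3-dKO untreated replicate 2 was set apart with them on weaker ground. Its score of -34.2 on component 2 was the lowest of the untreated libraries, but its residual spread (SD 0.248) was below that of replicate 3 (0.251). Without these 4, Runx3-KO co-culture has 1 library, which that fit takes to vary like the other groups. No 2 libraries of a group held the same counts within sampling noise, as the chi-square per gene between them ran from 7.73 to 45.7.

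The comparison of untreated Arid3b-KO with untreated Control cells asks what loss of Arid3b changes without tumour contact. Transcripts of cytotoxic granule proteins were higher without Arid3b. Granzymes are serine proteases that T cells release into target cells. Gzmd reached 124 ± 9.43 against 66.2 ± 9.76 CPM (log2 fold change 0.90 ± 0.12, adjusted p = 7.78e-05) and Gzme 61.2 ± 1.63 against 36.3 ± 2.15 CPM (log2 fold change 0.75 ± 0.12, adjusted p = 0.00157). Gzma, another granzyme, was at 1317 ± 58 against 908 ± 98.6 CPM (log2 fold change 0.54 ± 0.08, adjusted p = 0.000151), and Prf1, the pore-forming protein perforin, at 140 ± 7.35 against 87.5 ± 3.58 CPM (log2 fold change 0.68 ± 0.10, adjusted p = 0.000151). These genes lie at chromosome 14, 56129556 to 56132608 (Gzmd), chromosome 14, 56117626 to 56120625 (Gzme), chromosome 13, 113093825 to 113100981 (Gzma) and chromosome 10, 61297833 to 61304680 (Prf1). Among the cytotoxic effector genes 4 of 23 measured rose, and 5 rose adjusted over the list alone (camera adjusted p = 3.57e-07). Gzmb, the most abundant granzyme of these cells, gave 0.04 ± 0.07, adjusted p = 0.977, and Ifng, the cytokine interferon gamma, 0.68 ± 0.37, adjusted p = 0.734. Among the circulation and lymphoid memory genes 2 of 31 measured fell, and 5 fell adjusted over the list alone (camera adjusted p = 0.0184, adjusted p = 0.0983 with an estimated correlation). One of them was Slamf6, a receptor of memory-like T cells (log2 fold change -0.67 ± 0.14, adjusted p = 0.0369). It kept its call in a single leave-one-out fit and gave -0.57 to -0.73 with adjusted p values of 0.0707 to 0.484 in the other 5. The glycolysis genes were shifted higher as a list: edgeR called 0 of 26 measured (10 at an unadjusted p under 0.05, 2 by DESeq2), and 7 rose adjusted over the list alone (camera adjusted p = 6.34e-06). Of the interferon response genes, also shifted higher, edgeR called 0 of 37 measured (7 at an unadjusted p under 0.05, 1 by DESeq2), and 2 rose adjusted over the list alone (camera adjusted p = 0.000663). The cell cycle genes were shifted lower (median -0.06, camera adjusted p = 0.00033, adjusted p = 0.0558 with an estimated correlation), as were the chemokine receptor, integrin and adhesion genes (median -0.10, camera adjusted p = 0.0119, adjusted p = 0.112 with an estimated correlation). In total 13 genes changed, 6 higher and 7 lower. The 1 over 2-fold was Cd24a, a sialoglycoprotein of immature lymphocytes and epithelia (0.265 ± 0.255 against 1.87 ± 0.665 CPM, log2 fold change -2.82 ± 0.53, adjusted p = 0.0171). Its call ended without Control untreated replicate 2 or Arid3b-KO untreated replicate 2 or 3 (-2.31 to -2.66, adjusted p 0.0933 to 0.211). The shares of mitochondrial counts did not overlap (1.89% ± 0.289 against 2.72% ± 0.465, mean ± SD). The cause of this and of the other differences in such shares below was not tested. Over the other settings the highest adjusted p, from a fit on these 6 libraries alone, was 0.855 for Cd24a, 0.433 for Slamf6, 0.232 for Gzma and 0.0684 for Gzme (lowest 6.97e-09, 0.00452, 6.97e-09 and 5.41e-07). Without the 4 libraries that stand apart the adjusted p was 0.161 for Cd24a (log2 fold change -2.49) and 0.153 for Slamf6 (-0.60). DESeq2 called 51 (29 higher, 22 lower), no filter on low counts gave 52 and a fit on these 6 libraries alone 2. The count was 8 without Arid3b-KO untreated replicate 1 and 4 without Arid3b-KO untreated replicate 3.

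After co-culture with tumour cells, 4 genes differed between Arid3b-KO and Control cells, and each codes for a cytotoxic granule protein. Gzmd was at 172 ± 7.83 against 98.2 ± 7.75 CPM (log2 fold change 0.81 ± 0.12, adjusted p = 0.000729). Gzme (0.63 ± 0.12, adjusted p = 0.0458), Gzmg (1.29 ± 0.26, adjusted p = 0.0458) and Prf1 (0.49 ± 0.10, adjusted p = 0.0458) were higher as well, with Gzmg the gene over 2-fold. Among the cytotoxic effector genes 4 of 23 measured rose, and 5 rose adjusted over the list alone (camera adjusted p = 3.58e-05). The granzyme genes Gzmc to Gzmg are near copies of each other in 1 cluster, so the share of each is uncertain. Their summed counts gave a log2 fold change of 0.509 (SE 0.0788, adjusted p = 0.000493) untreated and 0.457 (SE 0.0785, adjusted p = 0.0117) after co-culture. Gzmb gave 0.04 ± 0.07, adjusted p = 1 and Ifng 0.03 ± 0.34, adjusted p = 1. The cell cycle genes were shifted lower: edgeR called 0 of 39 measured (5 at an unadjusted p under 0.05, 0 by DESeq2), and the count adjusted over the list alone was also 0 (camera adjusted p = 8.85e-08). The p53 response genes were shifted higher: edgeR called 0 of 25 measured (3 at an unadjusted p under 0.05, 0 by DESeq2), and the count adjusted over the list alone was also 0 (camera adjusted p = 0.0152). The circulation and lymphoid memory genes were shifted lower (median -0.09, camera adjusted p = 0.0219, adjusted p = 0.109 with an estimated correlation) and the glycolysis genes higher (median 0.07, camera adjusted p = 0.0395, adjusted p = 0.132 with an estimated correlation). Gzmd was called in every leave-one-out fit, while Gzme and Gzmg lost their calls without any single library of the 6, and Prf1 without any of them but Control co-culture replicate 3. In these fits Gzme was at 0.58 to 0.68 (adjusted p 0.149 to 0.337), Gzmg at 1.24 to 1.32 (0.255 to 0.437) and Prf1 at 0.43 to 0.53 (0.124 to 0.681). The values stayed near those of all libraries and their SE grew. DESeq2 called 12 (6 higher, 6 lower), no filter gave 7 (6 higher, 1 lower), the 6 libraries alone 14 (13 higher, 1 lower) and the fit without the 4 libraries that stand apart 7 (6 higher, 1 lower). The count was 2 without replicate 3 of Control or of Arid3b-KO co-culture and 1 without replicate 1 or 2 of either.

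Adding loss of Arid3b to Runx3-KO cells, the comparison of Arid3b/Runx3-dKO with Runx3-KO, asks what Arid3b does where Runx3 is targeted. In untreated cells Gzme was higher (27.99 ± 3.53 against 16.8 ± 1.53 CPM, log2 fold change 0.74 ± 0.13, adjusted p = 0.00406). Klrb1c, the natural killer receptor NK1.1 (13.2 ± 1.72 against 26.1 ± 1.18 CPM, log2 fold change -0.99 ± 0.15, adjusted p = 0.00201), and Ly6c2, a surface protein of memory CD8+ T cells (1879 ± 194 against 2659 ± 69 CPM, log2 fold change -0.50 ± 0.09, adjusted p = 0.00406), were lower. Among the cytotoxic effector genes 1 of 23 measured rose, and 5 rose and 4 fell adjusted over the list alone (camera adjusted p = 0.234). The interferon response genes were shifted higher: edgeR called 0 of 37 measured (8 at an unadjusted p under 0.05, 1 by DESeq2), and 2 rose adjusted over the list alone (camera adjusted p = 2.47e-06). In total 11 genes changed, 3 higher and 8 lower. The shares of ribosomal protein counts did not overlap (14.8% ± 0.643 against 16% ± 0.173). The 4 over 2-fold were Unc5b, a netrin receptor (log2 fold change 1.82 ± 0.37, adjusted p = 0.0298), Cd24a (0.538 ± 0.575 against 3.36 ± 0.371 CPM, log2 fold change -2.71 ± 0.45, adjusted p = 0.00531), Rapgef3 and the unnamed locus Gm17200, and the last 2 were chosen after their values were seen. The full fit had 868 genes at an unadjusted p under 0.05, but 0 were called with only Arid3b/Runx3-dKO untreated replicate 2 left out. There Klrb1c was at -0.90 ± 0.17 (adjusted p = 0.105), Ly6c2 at -0.47 ± 0.10 (adjusted p = 0.129), Gzme at 0.63 ± 0.14 (adjusted p = 0.129) and Cd24a at -2.66 ± 0.55 (adjusted p = 0.129), smaller than with all libraries and with a larger SE. Without Runx3-KO untreated replicate 2 Gzme was at 0.67 ± 0.14 (adjusted p = 0.0655). Unc5b was at 1.37 to 1.69 (adjusted p 0.251 to 0.429) without that library, Runx3-KO untreated replicate 1 or Arid3b/Runx3-dKO untreated replicate 2. On the 6 libraries alone the adjusted p was 0.479 for Cd24a, 0.39 for Unc5b and 0.171 for Gzme, the highest of the settings that keep all libraries of both groups (lowest 1.27e-11, 0.00251 and 5.55e-06). The fit without the 4 libraries that stand apart, Arid3b/Runx3-dKO untreated replicate 2 among them, called 9 genes (3 higher, 6 lower). There the adjusted p was 0.0509 for Cd24a and 0.137 for Unc5b. The count was 4 and 7 without Runx3-KO untreated replicates 1 and 2 and 39 without Arid3b/Runx3-dKO untreated replicate 1. DESeq2 called 23 (9 higher, 14 lower).

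After co-culture, Arid3b/Runx3-dKO cells had more transcripts of interferon-inducible genes than Runx3-KO cells. Irf7, a transcription factor of the interferon response, was at 142 ± 5.75 against 98.98 ± 6.75 CPM (log2 fold change 0.52 ± 0.09, adjusted p = 0.00361). Of the interferon response genes 4 of 37 measured rose, and 13 rose adjusted over the list alone (camera adjusted p = 6.17e-10). Slc25a22, a mitochondrial glutamate carrier, was higher (26.6 ± 3.61 against 12.03 ± 4.2 CPM, log2 fold change 1.14 ± 0.17, adjusted p = 0.00132) and Klrb1c lower (11.3 ± 1.0 against 21.3 ± 4.85 CPM, log2 fold change -0.90 ± 0.15, adjusted p = 0.00361). Gzmd gave 0.28 ± 0.12, adjusted p = 0.426 and Prf1 0.27 ± 0.10, adjusted p = 0.323. The JAK-STAT genes were shifted higher: 1 of 37 measured rose, and 5 rose adjusted over the list alone (camera adjusted p = 0.000699, adjusted p = 0.0621 with an estimated correlation). The shares of ribosomal protein (14.5% ± 0.473 against 16.5% ± 0.666) and mitochondrial counts (2.32% ± 0.0321 against 2.59% ± 0.0981) did not overlap. In total 31 genes changed, 27 higher and 4 lower, with 7 over 2-fold. The lower ones were Klrb1c, Ly6c2 (log2 fold change -0.43 ± 0.09, adjusted p = 0.0183), Gzmm, a granzyme (log2 fold change -1.03 ± 0.22, adjusted p = 0.0352), and the pseudogene Rpl17-ps3. Ly6c2 (-0.37 to -0.44, adjusted p 0.0592 to 0.105) and Gzmm (-0.93 to -1.09, adjusted p 0.0592 to 0.154) lost their calls without any library of the 6 but Runx3-KO co-culture replicate 2. Runx3-KO co-culture replicates 2 and 3 stand apart in this comparison, and without the 4 libraries that do so the count was 14. That fit has 1 Runx3-KO co-culture library, so the other groups give its spread. There Irf7 was at 0.41 (adjusted p = 0.197), Klrb1c at -0.60 (adjusted p = 0.305) and Slc25a22 at 0.81 (adjusted p = 0.102). These p values were the highest of all settings (lowest 2.86e-05, 2.08e-05 and 1.48e-07). On the 6 libraries alone it was 0.0727 for Gzmm (lowest 0.00316) and 0.0779 for Klrb1c. The count was 12 (8 higher, 4 lower) with upper quartile scaling, 106 (68 higher, 38 lower) by DESeq2 and 68 (28 higher, 40 lower) on the 6 libraries alone. With 1 library left out it was 53, 18 and 10 without Runx3-KO co-culture replicates 1, 2 and 3. It was 7, 10 and 9 without Arid3b/Runx3-dKO co-culture replicates 1, 2 and 3.

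**Figure D1:**
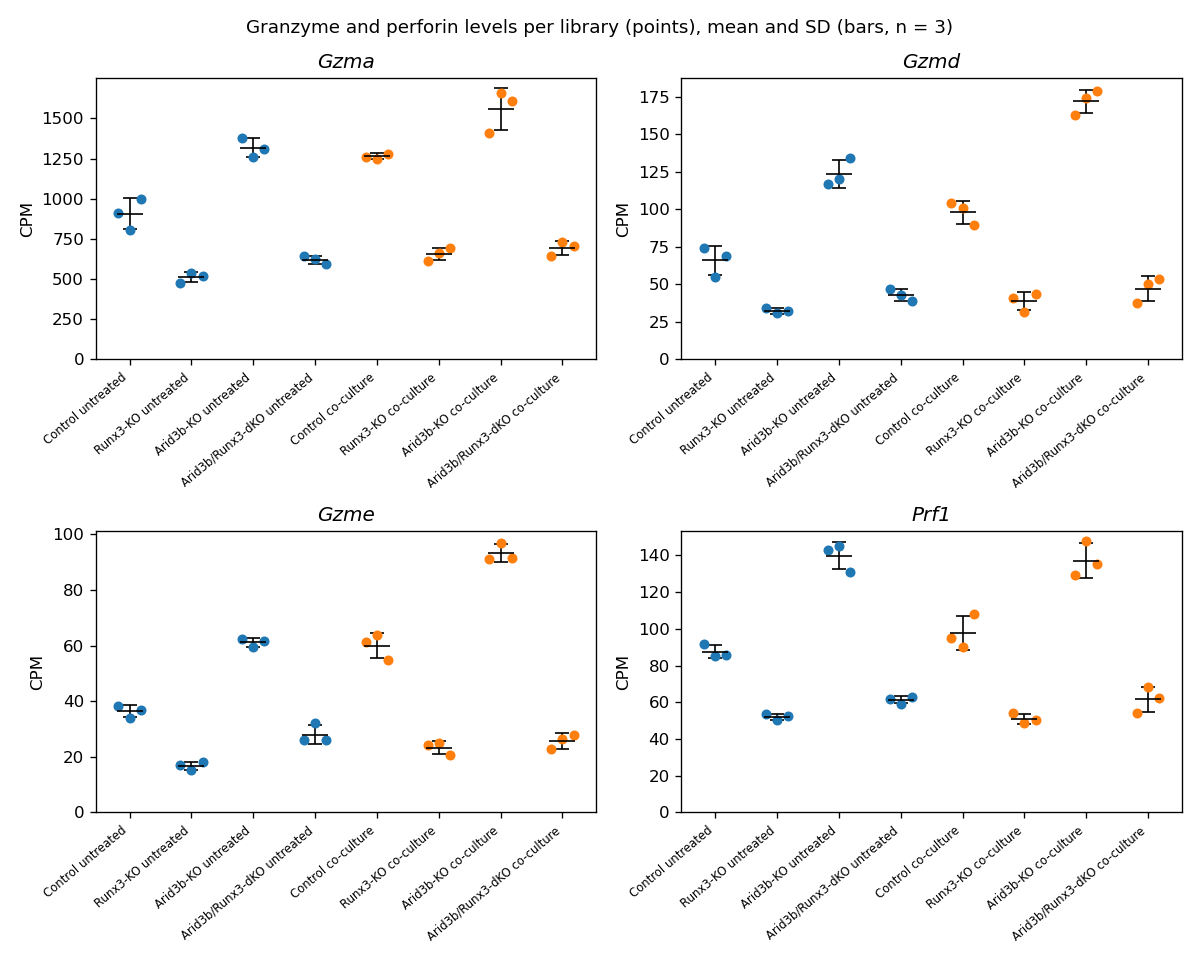
Expression of Gzma, Gzmd, Gzme and Prf1 in CPM on the y axis for the 8 groups, where each point is a library, the bars are the mean and SD of n = 3, blue is untreated and orange co-culture. In untreated cells Gzma was at 908 CPM in Control, 1317 in Arid3b-KO, 512 in Runx3-KO and 620 in Arid3b/Runx3-dKO.

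Untreated Runx3-KO cells were compared with untreated Control cells to ask what Runx3 maintains without tumour contact. Cytotoxic transcripts were lower and transcripts of circulating memory cells higher. Gzmc was at 58.1 ± 2.87 against 152 ± 12.6 CPM (log2 fold change -1.39 ± 0.09, adjusted p = 2.26e-14). Gzma was at 512 ± 31.1 against 908 ± 98.6 CPM (log2 fold change -0.83 ± 0.08, adjusted p = 5.45e-10) and Gzmb (chromosome 14, 56258838 to 56262260) at 6092 ± 331 against 8287 ± 482 CPM (log2 fold change -0.44 ± 0.07, adjusted p = 1.06e-05). Among the cytotoxic effector genes 1 of 23 measured rose and 10 fell, against 2 and 14 adjusted over the list alone (camera adjusted p = 3.83e-09). Of the circulation and lymphoid memory genes 13 of 31 measured rose and 1 fell, against 14 and 3 adjusted over the list alone (camera adjusted p = 5.04e-08). They included Il7r, the receptor for the survival cytokine interleukin-7, at 14 ± 1.31 against 2.48 ± 1.48 CPM (log2 fold change 2.46 ± 0.29, adjusted p = 1.08e-07). Others were Ccr7, a lymph node homing chemokine receptor (0.70 ± 0.09, adjusted p = 2.92e-07), and Tcf7, a transcription factor of memory precursors (0.54 ± 0.09, adjusted p = 3.59e-05). Tissue residency genes moved the other way: 1 of 33 measured rose and 8 fell, against 3 and 9 adjusted over the list alone (camera adjusted p = 0.000319). Among them were Itgae, the integrin CD103 (-1.27 ± 0.21, adjusted p = 5.07e-05), Cdh1, the adhesion protein E-cadherin (-1.48 ± 0.11, adjusted p = 2.38e-13), and Cd69, which retains T cells in tissue (-0.69 ± 0.10, adjusted p = 2.54e-06). Genes induced by T cell receptor signalling were lower as a list: 3 of 38 measured rose and 10 fell, against 3 and 12 adjusted over the list alone (camera adjusted p = 0.000119). The immediate early factor Egr1 led them at 47.9 ± 8.19 against 206 ± 37.9 CPM (log2 fold change -2.10 ± 0.15, adjusted p = 8.82e-12). Among the checkpoint genes 1 of 18 measured rose and 6 fell, against 1 and 7 adjusted over the list alone (camera adjusted p = 0.00548). Lag3 (-0.87 ± 0.14, adjusted p = 3.51e-05) and Havcr2, the receptor TIM-3 (-1.12 ± 0.23, adjusted p = 0.00124), were lower and Btla (2.19 ± 0.21, adjusted p = 7.17e-10) higher. Interferon response genes were shifted higher: 12 of 37 measured rose, and 15 rose and 1 fell adjusted over the list alone (camera adjusted p = 1.65e-06). The guanylate-binding protein Gbp2 gave 0.53 ± 0.08, adjusted p = 1.5e-05. Cd81, a tetraspanin of B cells and activated lymphocytes (chromosome 7, 143052739 to 143067934), rose from 0.509 ± 0.45 to 12.1 ± 0.737 CPM. In total 929 genes changed, 582 higher and 347 lower, with 155 over 2-fold. The shares of ribosomal protein counts did not overlap (16% ± 0.173 against 13.3% ± 1.67). The count was 411 without Control untreated replicate 2, 444 without Runx3-KO untreated replicate 1 and 428 without Runx3-KO untreated replicate 3, 505 without the 4 libraries that stand apart and 477 on the 6 libraries alone.

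After co-culture the same contrast asks what Runx3 contributes once T cells meet tumour cells. Cytotoxic genes were again lower in Runx3-KO: 9 of 23 measured fell, and 11 fell adjusted over the list alone (camera adjusted p = 3.15e-10). Gzmc was at 70.2 ± 5.36 against 194 ± 3.24 CPM (log2 fold change -1.47 ± 0.09, adjusted p = 7e-15). Gzmd was at 38.8 ± 6.08 against 98.2 ± 7.75 CPM (log2 fold change -1.34 ± 0.12, adjusted p = 3.18e-10) and Gzmb at 4369 ± 220 against 5936 ± 218 CPM (log2 fold change -0.44 ± 0.07, adjusted p = 1.37e-05). Among cytokines and chemokines 1 of 23 measured rose and 5 fell, against 2 and 7 adjusted over the list alone (camera adjusted p = 0.000455). Ifng was at 4.08 ± 0.525 against 11.98 ± 2.87 CPM (log2 fold change -1.56 ± 0.36, adjusted p = 0.00564), a call at its limit in 1 fit (-1.38 ± 0.40, adjusted p = 0.05 without Control co-culture replicate 2). Tnf, the cytokine tumour necrosis factor, was at 72.3 ± 2.92 against 120 ± 3.09 CPM (log2 fold change -0.73 ± 0.10, adjusted p = 1.48e-06). The chemokine Cxcl10, which recruits T cells, gave -1.28 ± 0.16, adjusted p = 3.5e-07. Interferon response genes were shifted lower: 1 of 37 measured rose and 10 fell, against 1 and 11 adjusted over the list alone (camera adjusted p = 1.04e-05). Examples were the interferon-induced GTPases Igtp (396 ± 16.5 against 600 ± 24.1 CPM, log2 fold change -0.60 ± 0.07, adjusted p = 9.65e-08) and Irgm1 (110 ± 8.17 against 204 ± 12 CPM, log2 fold change -0.88 ± 0.09, adjusted p = 7.12e-09). Circulation and lymphoid memory genes were higher: 14 of 31 measured rose and 1 fell, against 17 and 1 adjusted over the list alone (camera adjusted p = 2.84e-08). Called members were S1pr1, the receptor for exit from lymph nodes (1.04 ± 0.13, adjusted p = 3.21e-07), and Il7r (1.74 ± 0.26, adjusted p = 2.3e-05). Natural killer cell genes were lower as a list: 3 of 13 measured fell, and 3 fell adjusted over the list alone (camera adjusted p = 0.000396). Klrb1c gave -0.82 ± 0.15, adjusted p = 0.000371 and the signalling adaptor Fcer1g -1.36 ± 0.24, adjusted p = 0.000223. The T cell receptor induced genes (median -0.16, camera adjusted p = 0.0312, adjusted p = 0.0678 with an estimated correlation) and the checkpoint genes (median -0.46, camera adjusted p = 0.0423, adjusted p = 0.0708 with an estimated correlation) were shifted lower with the preset correlation. In total 562 genes changed, 240 higher and 322 lower, with 109 over 2-fold. The shares of ribosomal protein (16.5% ± 0.666 against 14.4% ± 0.153) and mitochondrial counts (2.59% ± 0.0981 against 2.18% ± 0.208) did not overlap. The count was 368 without Control co-culture replicate 1, 370 without Control co-culture replicate 2 and 263 without the 4 libraries that stand apart, where Runx3-KO co-culture has 1 library. In that fit Ifng was at -1.79 (adjusted p = 0.0573) and Fcer1g at -0.77 (adjusted p = 0.149), the highest p of all settings (lowest 0.000773 and 1.33e-07).

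**Figure D2:**
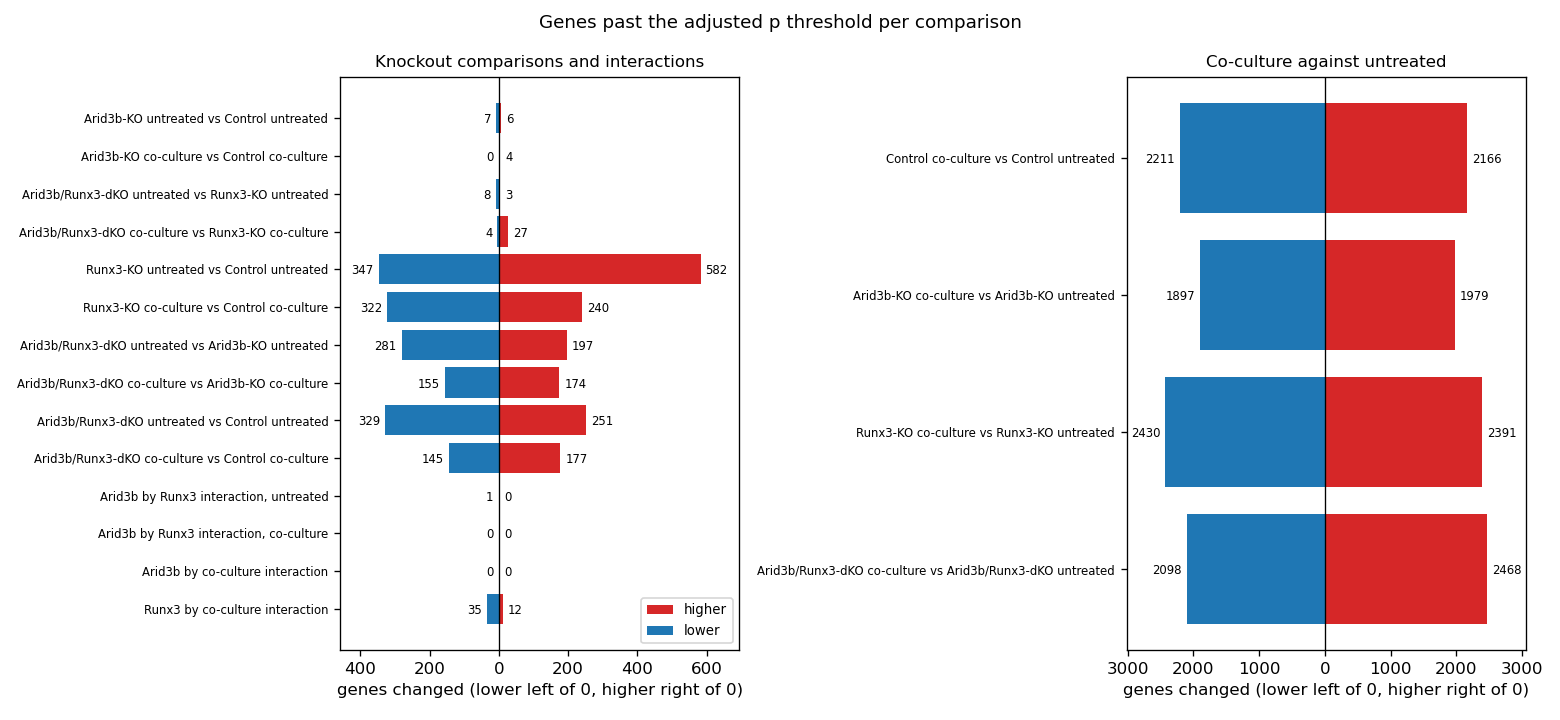
Number of genes called per comparison on the x axis, with lower genes to the left of 0 and higher genes to the right, for the knockout comparisons and interactions (left panel) and for co-culture against untreated (right panel). Loss of Runx3 moved 929 genes in untreated cells and 562 in co-culture, and loss of Arid3b 13 and 4.

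The Runx3 effect was measured again in Arid3b-deficient cells, as Arid3b/Runx3-dKO against Arid3b-KO. In untreated cells the granule genes were lower: 11 of 23 measured fell, and 13 fell adjusted over the list alone (camera adjusted p = 3.46e-17). Examples were Gzma (620 ± 26.4 against 1317 ± 58 CPM, log2 fold change -1.09 ± 0.08, adjusted p = 2.77e-13), Gzmd (42.97 ± 4.07 against 124 ± 9.43 CPM, log2 fold change -1.53 ± 0.13, adjusted p = 8.55e-12) and Prf1 (61.3 ± 1.94 against 140 ± 7.35 CPM, log2 fold change -1.19 ± 0.10, adjusted p = 1.26e-11). Circulation and lymphoid memory genes were higher: 12 of 31 measured rose and 1 fell, against 14 and 1 adjusted over the list alone (camera adjusted p = 1.26e-12). Slamf6 was at 50.1 ± 5.96 against 18.8 ± 2.34 CPM (log2 fold change 1.41 ± 0.14, adjusted p = 1.91e-09). Glycolysis genes were lower: 7 of 26 measured fell, and 11 fell adjusted over the list alone (camera adjusted p = 2.29e-07). The lactate exporter Slc16a3 gave -0.74 ± 0.11, adjusted p = 8.41e-06. Interferon response genes were higher: 8 of 37 measured rose, and 13 rose adjusted over the list alone (camera adjusted p = 2.27e-09). Ifit3 gave 0.92 ± 0.16, adjusted p = 9.08e-05. T cell receptor induced genes were lower: 2 of 38 measured rose and 12 fell, against 7 and 15 adjusted over the list alone (camera adjusted p = 0.00113). Tnfrsf9, the costimulatory receptor 4-1BB, gave -0.78 ± 0.07, adjusted p = 1.75e-10. Natural killer cell genes were lower: 3 of 13 measured fell, and 3 fell adjusted over the list alone (camera adjusted p = 0.00171). In total 478 genes changed, 197 higher and 281 lower, with 163 over 2-fold.

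In co-culture the Runx3 effect in Arid3b-deficient cells again lowered cytotoxic genes: 12 of 23 measured fell, and 16 fell adjusted over the list alone (camera adjusted p = 5.4e-25). They included Gzmd (47.2 ± 8.33 against 172 ± 7.83 CPM, log2 fold change -1.87 ± 0.12, adjusted p = 2.55e-14) and Gzma (693 ± 45.9 against 1557 ± 131 CPM, log2 fold change -1.17 ± 0.08, adjusted p = 3.08e-14). Of the cytokines and chemokines 1 of 23 measured rose and 6 fell, against 2 and 10 adjusted over the list alone (camera adjusted p = 3.48e-05). Cxcl10 (-1.33 ± 0.16, adjusted p = 9.66e-08) and Tnf (-0.52 ± 0.10, adjusted p = 0.000327) were lower. Circulation and lymphoid memory genes were higher: 14 of 31 measured rose and 1 fell, against 16 and 1 adjusted over the list alone (camera adjusted p = 6.72e-14). S1pr1 gave 1.05 ± 0.13, adjusted p = 2e-07. The natural killer genes were lower: 3 of 13 measured fell, and 5 fell adjusted over the list alone (camera adjusted p = 2.9e-07). Klrb1c gave -1.56 ± 0.15, adjusted p = 1.14e-09. Cell cycle genes were shifted higher: edgeR called 0 of 39 measured (8 at an unadjusted p under 0.05, 0 by DESeq2), and the count adjusted over the list alone was also 0 (camera adjusted p = 0.000206). Of the interferon response genes, Igtp (-0.44 ± 0.07, adjusted p = 3.72e-05) and Irgm1 (-0.55 ± 0.09, adjusted p = 7.94e-05) were lower. In the whole list 1 of 37 measured rose and 4 fell, against 3 and 6 adjusted over the list alone (camera adjusted p = 0.53). The chemokine receptor and adhesion genes were shifted higher with the preset correlation (median 0.19, camera adjusted p = 0.00164, adjusted p = 0.0548 with an estimated correlation). In total 329 genes changed, 174 higher and 155 lower, with 95 over 2-fold. The shares of mitochondrial counts did not overlap (2.32% ± 0.0321 against 2.04% ± 0.0961). The count was 203 without Arid3b-KO co-culture replicate 2, 541 without the 4 libraries that stand apart and 497 on the 6 libraries alone.

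Arid3b/Runx3-dKO cells were also set against Control, which gives the combined effect of both losses. In untreated cells Gzmc (61.5 ± 4.15 against 152 ± 12.6 CPM, log2 fold change -1.31 ± 0.09, adjusted p = 1.16e-13), Gzma (-0.55 ± 0.08, adjusted p = 6.75e-06) and Gzmb (-0.40 ± 0.07, adjusted p = 7.72e-05) were lower. Il7r (19.6 ± 1.86 against 2.48 ± 1.48 CPM, log2 fold change 2.95 ± 0.29, adjusted p = 3.7e-09) and Ccr7 (0.55 ± 0.09, adjusted p = 5.14e-05) were higher. Among the cytotoxic effector genes 9 of 23 measured fell, and 11 fell adjusted over the list alone (camera adjusted p = 4.25e-08). Among the circulation and lymphoid memory genes 11 of 31 measured rose and 1 fell, against 15 and 2 adjusted over the list alone (camera adjusted p = 8.85e-08). The interferon response genes were shifted higher: 14 of 37 measured rose, and 19 rose adjusted over the list alone (camera adjusted p = 2.26e-15). Gbp2 gave 0.72 ± 0.08, adjusted p = 4.43e-08 and Ifit3 0.86 ± 0.15, adjusted p = 0.000324. In co-culture Gzmc (-1.46 ± 0.09, adjusted p = 4.46e-15), Gzmd (-1.06 ± 0.12, adjusted p = 1.11e-07), Gzmb (-0.37 ± 0.07, adjusted p = 0.000368) and Tnf (-0.55 ± 0.10, adjusted p = 2e-04) were lower and S1pr1 (0.98 ± 0.13, adjusted p = 1.25e-06) higher. There the cytotoxic list had 11 lower genes of 23 (14 adjusted over the list alone, median -0.37, camera adjusted p = 1.28e-17). The cytokine list had 5 lower and 1 higher of 23 (10 and 1 adjusted over the list alone, median -0.38, camera adjusted p = 5.15e-05). The interferon list had 2 lower and 1 higher of 37 (6 and 2 adjusted over the list alone, median 0.05, camera adjusted p = 0.966). In total 580 genes changed in untreated cells, 251 higher and 329 lower with 141 over 2-fold. In co-culture 322 changed, 177 higher and 145 lower with 72 over 2-fold. The untreated count was 346 without Control untreated replicate 2, 344 without the 4 libraries that stand apart and 147 on the 6 libraries alone. In that last fit Gzmb was not called (log2 fold change -0.38, adjusted p = 0.204, lowest of the settings 1.33e-08). The co-culture count was 210 without Arid3b/Runx3-dKO co-culture replicate 1, 199 without Arid3b/Runx3-dKO co-culture replicate 3 and 526 without the libraries that stand apart.

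The design allows each effect to be followed into the other genetic background with no library shared between both sides. Of the 929 genes called for Runx3 loss in untreated cells, 879 (94.6%) had the same sign in the Arid3b-deficient background, with a slope through the origin of 0.579. Of the 562 genes called in co-culture 484 (86.1%) had the same sign, with a slope of 0.492 (0.189 over 577 genes called without Runx3-KO co-culture replicate 1). Genes selected in the Arid3b-deficient background gave slopes of 0.495 untreated and 0.761 in co-culture. Selected in the other condition, the slopes were 0.993 untreated (474 of 562 genes of the same sign) and 0.828 in co-culture (582 of 929, 62.6%). Both untreated Runx3 comparisons called 128 genes higher and 146 lower, where independent lists would share 8.08 and 6.87, and both co-culture ones 98 and 93, against 2.94 and 3.52. The 13 genes called for Arid3b loss in untreated cells all kept their sign in Runx3-KO cells, with a slope of 0.749. Over the 15 genes called without Arid3b-KO untreated replicate 2 the slope was 0.305. Over the 11 called without Control untreated replicate 2 it was -0.373 (10 of the same sign). The 4 co-culture genes Gzmd, Gzme, Gzmg and Prf1 kept their sign with a slope of 0.18. Without Control co-culture replicates 1, 2 and 3 only 1, 1 and 2 genes were called (0.331, 0.342 and 0.415), and without Arid3b-KO co-culture replicates 1, 2 and 3 again 1, 1 and 2 (0.335, 0.353 and 0.00329, the last with 50% of the same sign). A value on 1 gene is a single ratio. Over the 4 genes it was 0.0968 without Arid3b/Runx3-dKO co-culture replicate 3, with 3 of 4 of the same sign. Selected in the Runx3-KO background, 10 of 11 untreated genes had the same sign, with a slope of 0.127 mostly from Gm17200 (-5.77) and Rapgef3 (-4.13). In co-culture 23 of 31 had it, with a slope of -0.013 mostly from Gm11715 (8.12). Selected in the other condition, the Arid3b slope was 0.624 untreated (4 of 4 genes) and 0.34 in co-culture (11 of 13, 84.6%). Selecting on an effect inflates it, and genes are not replicates, so these slopes carry no p-value.

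The Arid3b and Runx3 effects against the shared Control libraries had opposite signs among the called granule genes. Gzma was at 0.54 ± 0.08 in Arid3b-KO and -0.83 ± 0.08 in Runx3-KO untreated cells (log2 fold changes). Gzmd was at 0.90 ± 0.12 and -1.03 ± 0.12. Of the 13 genes called for Arid3b loss in untreated cells, 9 were called the opposite way for Runx3 loss and 1 the same way, where independent lists would give 0.434 and 0.417. In co-culture the 4 called genes were all called the opposite way, against 0.0907 for independent lists. Across all genes the effects were positively correlated in untreated cells (r = 0.405) and in co-culture (r = 0.43), below the 0.512 and 0.506 of unchanged groups simulated against the same controls (20 draws). The covariance was 0.104 against a simulated 0.104 untreated and 0.143 against 0.123 in co-culture. With no shared library, r was -0.0362 for the untreated Arid3b effect with the co-culture Runx3 effect and 0.0322 for the reverse pairing. The 3 Control libraries of a condition cannot be split into parts of at least 2, so part of the excess in covariance may come from the shared controls. These push both effects to the same sign and do not give opposite calls.

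Whether losing both genes departs from the sum of the single losses was tested as an interaction. In untreated cells edgeR called 1 gene, Rapgef3, a guanine exchange factor activated by cyclic AMP, which was chosen after its values were seen. Its levels were 0.271 ± 0.0688 CPM in Control, 0.934 ± 0.167 in Arid3b-KO, 0.942 ± 0.729 in Runx3-KO and 0.0496 ± 0.0436 in Arid3b/Runx3-dKO. The last is below the 0.2 to 0.245 CPM that 3 counts make in a library of that group, so the fitted value gives no size (adjusted p = 0.0159). DESeq2 called 9 (2 higher, 7 lower), and 870 genes were at an unadjusted p under 0.05. The count was 0 without Control untreated replicates 1 or 3, Runx3-KO untreated replicate 1, Arid3b-KO untreated replicate 1 or Arid3b/Runx3-dKO untreated replicate 2, 2 without Control untreated replicate 2 or Arid3b-KO untreated replicate 2, 3 without Arid3b/Runx3-dKO untreated replicate 1 and 5 without Arid3b/Runx3-dKO untreated replicate 3. In co-culture edgeR called 0 genes, with 1146 at an unadjusted p under 0.05 and 18 by DESeq2. The count was 7 without Runx3-KO co-culture replicate 1, 2 without Arid3b-KO co-culture replicate 3 and 1 without Arid3b/Runx3-dKO co-culture replicate 2. The summed counts of Gzmc to Gzmg gave an interaction of -0.172 (SE 0.112, adjusted p = 0.87) untreated and -0.338 (SE 0.112, adjusted p = 0.445) in co-culture, where Arid3b loss moved them by 0.119 (SE 0.0793, adjusted p = 0.66) in Runx3-KO cells. As a list the cytotoxic genes were shifted lower in the interaction, untreated (median -0.14, camera adjusted p = 0.00147, adjusted p = 0.114 with an estimated correlation) and in co-culture (median -0.18, camera adjusted p = 0.000209, adjusted p = 0.0678 with an estimated correlation). Cell cycle genes were shifted higher untreated (median 0.10, camera adjusted p = 1.1e-05), and interferon response genes higher in co-culture (median 0.17, camera adjusted p = 6.69e-05).

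Co-culture with CMT93-OVA for 4 h was compared with untreated cells within each genotype to ask how the T cells respond to tumour contact. Glycolysis genes rose in all 4 genotypes, with 21 of 26 higher in Control, 22 in Arid3b-KO, 24 in Runx3-KO and 25 in Arid3b/Runx3-dKO and 1 lower in each (21, 23, 25 and 25 higher adjusted over the list alone, camera adjusted p = 2e-14, 2e-14, 4.14e-16 and 6.48e-16). The lactate exporter Slc16a3 went from 56.02 ± 7.03 to 238 ± 24.7 CPM in Control (log2 fold change 2.09 ± 0.11, adjusted p = 1.15e-18). The triose phosphate isomerase Tpi1 gave 1.38 ± 0.08. T cell receptor induced genes were shifted higher in each genotype: in Control 20 of 38 measured rose and 5 fell, against 21 and 5 adjusted over the list alone (camera adjusted p = 0.000596). The camera p was 0.000287 in Arid3b-KO, 0.000206 in Runx3-KO and 0.000649 in Arid3b/Runx3-dKO. Tnfrsf9 was at 1086 ± 13.2 against 410 ± 30 CPM in Control (log2 fold change 1.41 ± 0.07, adjusted p = 6.24e-19), and rose by 1.17 ± 0.07 in Arid3b-KO, 1.53 ± 0.07 in Runx3-KO and 1.60 ± 0.07 in Arid3b/Runx3-dKO. The checkpoint receptor Ctla4 rose by 1.84 ± 0.10, 1.99 ± 0.10, 2.01 ± 0.10 and 2.14 ± 0.10 in that order. Among the checkpoint genes of Control cells 9 of 18 measured rose and 4 fell, against 9 and 4 adjusted over the list alone (camera adjusted p = 0.0478, adjusted p = 0.079 with an estimated correlation). Gzmb fell in each genotype (-0.48 ± 0.07, -0.47 ± 0.07, -0.48 ± 0.07 and -0.45 ± 0.07). Of all cytotoxic genes in Control cells 10 of 23 measured rose and 3 fell, against 10 and 3 adjusted over the list alone (camera adjusted p = 0.032, adjusted p = 0.266 with an estimated correlation). Cell cycle genes were lower: in Control 18 of 39 measured fell, and 20 fell adjusted over the list alone (camera adjusted p = 6.11e-05). The replication helicase subunit Mcm2 gave -0.62 ± 0.08, adjusted p = 6.34e-08. Tox, a transcription factor of exhausted T cells, gave -2.01 ± 0.25, adjusted p = 2.71e-08.

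Interferon and cytokine genes of the co-culture response were counted within each genotype as well. Of the interferon response genes, 21 rose and 1 fell of 37 in Control (22 and 1 adjusted over the list alone, camera adjusted p = 1.65e-07), 17 and 2 in Arid3b-KO (19 and 2, 9.6e-06), 10 and 6 in Runx3-KO (10 and 7, 0.767) and 12 and 6 in Arid3b/Runx3-dKO (14 and 6, 0.277). Gbp2 was higher in each (1.94 ± 0.08, 1.85 ± 0.08, 1.44 ± 0.08 and 1.41 ± 0.08). Ifng was at 11.98 ± 2.87 against 2.23 ± 0.369 CPM in Control (log2 fold change 2.43 ± 0.37, adjusted p = 1.7e-06). It gave 1.78 ± 0.36, adjusted p = 0.000158 in Arid3b-KO, 0.49 ± 0.36, adjusted p = 0.321 in Runx3-KO and 0.07 ± 0.36, adjusted p = 0.902 in Arid3b/Runx3-dKO. The interaction of Runx3 loss with co-culture gave -1.94 ± 0.51, adjusted p = 0.0891 for this gene (0.0317 by DESeq2 and up to 0.407 over the settings). Among the cytokines and chemokines of Control 14 of 23 measured rose and 2 fell, against 15 and 2 adjusted over the list alone (camera adjusted p = 0.00258). For Runx3-KO 7 of 23 measured rose and 3 fell, against 7 and 3 adjusted over the list alone (camera adjusted p = 0.132). Epithelial tumour cell markers rose too, so transcripts of the tumour cells may be part of these totals. Of the list 17, 17, 19 and 17 of 22 passed in the 4 genotypes (17, 17, 19 and 18 adjusted over the list alone, camera adjusted p = 9.86e-12, 1.01e-12, 6.67e-13 and 1.34e-12). In total 4377 genes changed in Control (2166 higher, 2211 lower, 1418 over 2-fold), 3876 in Arid3b-KO (1979 higher, 1897 lower, 1301 over 2-fold), 4821 in Runx3-KO (2391 higher, 2430 lower, 1674 over 2-fold) and 4566 in Arid3b/Runx3-dKO (2468 higher, 2098 lower, 1625 over 2-fold). Upper quartile scaling moved the median of all genes by 0.112 in Runx3-KO (0.09 in Control, 0.085 in Arid3b-KO and 0.066 in Arid3b/Runx3-dKO, log2) and called 4297 (2641 higher, 1656 lower) in Control, 3915 (2467 higher, 1448 lower) in Arid3b-KO, 4809 (3043 higher, 1766 lower) in Runx3-KO and 4615 (2887 higher, 1728 lower) in Arid3b/Runx3-dKO. The lists named here kept the sign of their median under it, under RLE factors and under DESeq2.

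Whether a knockout changes the co-culture response was tested as an interaction with condition. For Arid3b, edgeR called 0 genes, with 480 at an unadjusted p under 0.05 and 7 by DESeq2, so the difference between its 13 untreated and 4 co-culture genes was not shown. For Runx3, 47 genes changed, 12 with a higher and 35 with a lower value in co-culture than the untreated effect would give, and 15 over 2-fold. Interferon-inducible genes were among the lower ones. Irgm1 (chromosome 11, 48861968 to 48871683) gave -0.90 ± 0.13, adjusted p = 0.000119, Igtp (chromosome 11, 58199556 to 58207591) -0.66 ± 0.10, adjusted p = 0.000195 and Ifi47, a related GTPase, -0.67 ± 0.10, adjusted p = 0.000218. Igtp was at 386 ± 17.2 and 402 ± 8.65 CPM in untreated Control and Runx3-KO cells and at 600 ± 24.1 and 396 ± 16.5 CPM in co-culture. Of the interferon response genes 10 of 37 measured fell, and 20 fell adjusted over the list alone (camera adjusted p = 2.88e-18). Serpina3f, a protease inhibitor with the smallest adjusted p of this contrast (-1.33 ± 0.14, adjusted p = 9.14e-08), and Tgtp1, another interferon-induced GTPase (-0.999 ± 0.12, adjusted p = 1.73e-06), were lower and Egr1 (1.43 ± 0.20, adjusted p = 0.000195) higher. Cytokine and chemokine genes were shifted lower (median -0.30, camera adjusted p = 0.0164) and tissue residency genes higher (median 0.26, camera adjusted p = 0.0145). The count of 47 was 19 and 23 without Control co-culture replicates 1 and 3. It was 82, 31 and 31 without Runx3-KO co-culture replicates 1, 2 and 3. Without Control untreated replicate 3 it was 89, and without Runx3-KO untreated replicates 1 and 3 it was 25 and 18. It was 111 by DESeq2, 132 with no filter on low counts, 13 on the 12 libraries alone and 23 without the 4 libraries that stand apart, where Runx3-KO co-culture has 1 library.

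**Figure D3:**
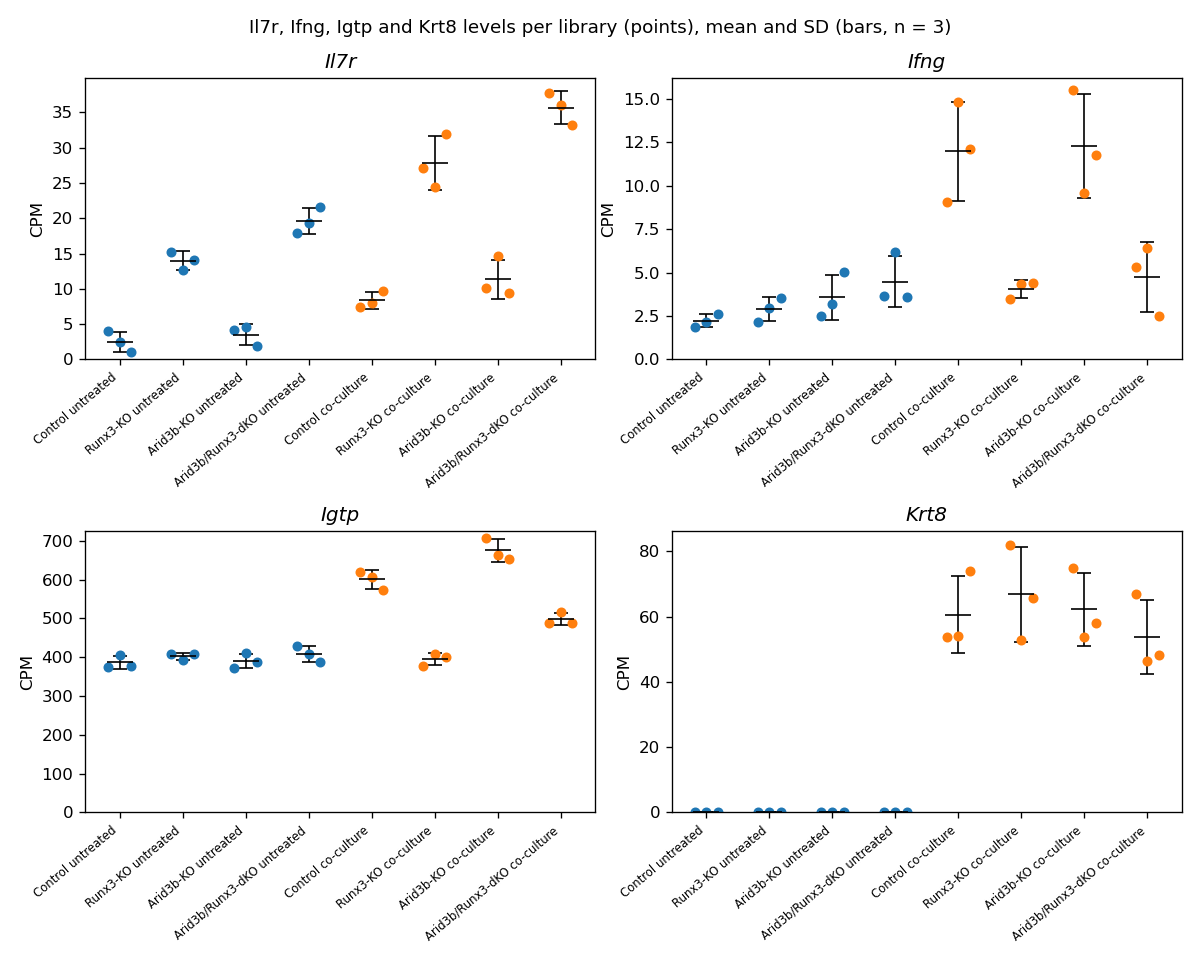
Expression of Il7r, Ifng, Igtp and Krt8 in CPM on the y axis for the 8 groups, where each point is a library, the bars are the mean and SD of n = 3, blue is untreated and orange co-culture. Igtp was at 600 CPM in Control co-culture and 396 in Runx3-KO co-culture.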

Values the study reported

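In an earlier RNA-seq experiment with the same co-culture, the study counted 3954 genes that differed between co-cultured and untreated cells with the control guide, of which 1940 were higher and 2014 lower. It counted 4729 such genes in cells with the Arid3b guide, 2348 higher and 2381 lower. The limits were P under 0.05 and an absolute log2 fold change above 1. Between the Arid3b guide and the control guide the study counted 381 genes without tumour cells and 1691 genes after co-culture.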

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

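Each result in this part is a difference between effects that was itself tested as an interaction. The comparison with the quartiles and the sum of the epithelial markers, the medians over the interferon list with libraries left out and the count without libraries that stand apart were chosen only after the result was seen.

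Cytotoxic genes and cell cycle genes responded to Arid3b loss differently in Runx3-deficient cells when each list was tested as a whole. In untreated cells the Arid3b by Runx3 interaction shifted the cytotoxic effector genes lower (median -0.14, camera adjusted p = 0.00147, adjusted p = 0.114 with an estimated correlation), the cell cycle genes higher (median 0.10, camera adjusted p = 1.1e-05), and the glycolysis genes (median -0.12, camera adjusted p = 0.0152, adjusted p = 0.0821 with an estimated correlation) and p53 response genes (median -0.14, camera adjusted p = 0.0423, adjusted p = 0.0579 with an estimated correlation) lower. In co-culture it shifted the cytotoxic effector genes lower (median -0.18, camera adjusted p = 0.000209, adjusted p = 0.0678 with an estimated correlation) and the JAK-STAT genes (median 0.10, camera adjusted p = 0.0423, adjusted p = 0.241 with an estimated correlation), the cell cycle genes (median 0.13, camera adjusted p = 0.0184, adjusted p = 0.183 with an estimated correlation) and the interferon response genes (median 0.17, camera adjusted p = 6.69e-05) higher. Gene by gene, edgeR called 1 gene in untreated cells, Rapgef3, and 3 of 25 splits of the libraries, the real one included, gave as many (highest other 1), so chance was not excluded. In co-culture it called 0 genes (1146 at an unadjusted p under 0.05, 18 by DESeq2). All 25 splits reach at least 0 whatever the data, so they decide nothing there (highest other 2).

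Loss of Runx3 changed the co-culture response of 47 genes. Cytokine and chemokine genes were shifted lower (median -0.30, camera adjusted p = 0.0164), tissue residency genes higher (median 0.26, camera adjusted p = 0.0145) and interferon response genes lower (median -0.50, camera adjusted p = 2.88e-18). Among 25 splits of the libraries, 2 gave at least as many genes, the real one included, so these splits did not exclude chance for the count. The other split exchanged Control untreated replicates 1 and 3 with Runx3-KO untreated replicates 1 and 3 and called 47 genes, 8 of them also called in the real one. It sets the Runx3 effect of co-culture against a partly reversed untreated one, so it carries that effect and is no split without a difference. Without the 4 libraries that stand apart, which leaves 1 Runx3-KO co-culture library, the count was 23.

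The 10 interferon-inducible genes called in that interaction (among them Isg15, Irf7, Irgm1 and Igtp) had a median log2 value of -0.624. Over all 37 measured genes of the list it was -0.50, and -0.50 and -0.54 without Runx3-KO co-culture replicate 2 or 3, which stand apart, and this argues against either alone as the source. Without both it was -0.496 (4 of 37 positive, camera p = 5.9e-09 with an estimated correlation). That value goes against both together as well, but it rests on 1 library taken to vary like the other groups, so it does not exclude them. Over 11 epithelial markers the sum gave 0.19 (log2, 95% interval -0.442 to 0.822) in Runx3-KO against Control co-culture. The median of -0.50 also reflects the rise of the list in untreated cells, so this sum does not decide on less tumour RNA. Less contact with tumour cells stays open, because the interaction of 22 markers had a median of 0.0135 with quartiles of -0.559 and 0.484 that include -0.50. A weaker induction of interferon-responsive genes in Runx3-KO cells may account for the pattern, and it remains a hypothesis found and tested on these data. The interaction for Ifng itself, a gene chosen here after its values were seen, was -1.94 ± 0.51, adjusted p = 0.0891 (0.0317 by DESeq2 and up to 0.407, without the libraries that stand apart, over the settings).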

How the results depend on the processing

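The fit without the 4 libraries that stand apart and the one without genes near absent in untreated libraries were chosen only after the data were seen. Values are numbers of changed genes against Control or the background named, and where a pair is given, untreated comes before co-culture. RLE factors and the stricter filter left all 18 counts within 1.5 times of those reported, and leaving out near-absent genes all 4 co-culture response counts. Upper quartile factors left 17 within it and gave 12 for Arid3b loss in Runx3-KO cells in co-culture. DESeq2 left 10 within it and gave 51 and 12 for Arid3b loss, 23 and 106 for Arid3b loss in Runx3-KO cells, 9 and 18 for the Arid3b by Runx3 interaction, 7 for Arid3b by co-culture and 111 for Runx3 by co-culture. No filter beyond 1 count left 10 within it and gave 52 and 7 for Arid3b loss, 42 and 111 for Arid3b loss in Runx3-KO cells, 17 and 27 for the Arid3b by Runx3 interaction, 1 for Arid3b by co-culture and 132 for Runx3 by co-culture. The libraries of the compared groups alone gave 2 and 14 for Arid3b loss, 6 and 68 for Arid3b loss in Runx3-KO cells, 477 for Runx3 loss untreated, 497 for Runx3 loss in Arid3b-KO cells in co-culture, 147 for the double loss untreated, 0 for the Arid3b by Runx3 interaction untreated, 1 for Arid3b by co-culture and 13 for Runx3 by co-culture. Without the 4 libraries that stand apart the counts were 7 for Arid3b loss in co-culture, 14 for Arid3b loss in Runx3-KO cells in co-culture, 505 and 263 for Runx3 loss, 541 for Runx3 loss in Arid3b-KO cells in co-culture, 344 and 526 for the double loss, 5 for the Arid3b by Runx3 interaction in co-culture and 23 for Runx3 by co-culture. Runx3-KO co-culture has 1 library there, which is taken to vary like the other groups. Fewer libraries enter these last fits, and the 0 by edgeR stands beside 870 genes at an unadjusted p under 0.05 in the full fit. Except where a sentence names it, the cause was not tested for any change in this part. A 2-fold limit beside the adjusted p, which can only lower a count, gave 1 and 1 for Arid3b loss, 4 and 7 for Arid3b loss in Runx3-KO cells, 155 and 109 for Runx3 loss, 163 and 95 for Runx3 loss in Arid3b-KO cells, 141 and 72 for the double loss, for the co-culture response 1418 in Control, 1301 in Arid3b-KO, 1674 in Runx3-KO and 1625 in Arid3b/Runx3-dKO and 15 for Runx3 by co-culture. The threshold of the study, an unadjusted p under 0.05 by DESeq2 with over 2-fold, gave 245 and 245 for Arid3b loss, 321 and 376 for Arid3b loss in Runx3-KO cells, 463 for Runx3 loss untreated, 302 and 392 for the Arid3b by Runx3 interaction, for the co-culture response 1866 in Control, 1739 in Arid3b-KO, 2146 in Runx3-KO and 2132 in Arid3b/Runx3-dKO, 281 for Arid3b by co-culture and 405 for Runx3 by co-culture.

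With each library left out in turn, 178 values stayed close to those reported (within 1.5 times for a count), 49 moved further and 1 reversed, and the lowest to highest counts by edgeR were 4 to 19 and 1 to 2 for Arid3b loss, 0 to 39 and 7 to 53 for Arid3b loss in Runx3-KO cells, 411 to 1226 and 368 to 577 for Runx3 loss, 203 to 263 for Runx3 loss in Arid3b-KO cells in co-culture, 346 to 776 and 199 to 231 for the double loss, 0 to 5 and 0 to 7 for the Arid3b by Runx3 interaction and 18 to 89 for Runx3 by co-culture. The counts of 0 stand beside 868, 870 and 1146 genes at an unadjusted p under 0.05 in the full fit. With genes selected anew, the untreated slope of the Arid3b effect carried into Runx3-KO cells ran from -0.373 to 0.995. In co-culture its share of the same sign ran from 50 to 100%. The slope of the Runx3 effect carried into Arid3b-KO cells in co-culture ran from 0.189 to 0.526. With genes called in the other background the Arid3b slope was 0.127 untreated, mostly from Gm17200 and Rapgef3, and -0.013 in co-culture, mostly from Gm11715. The share of the same sign for Runx3 was 97.9%. With genes selected in the other condition the Runx3 slope was 0.993 untreated and 0.828 in co-culture, with 62.6% of the same sign in co-culture. The correlation of the Arid3b with the Runx3 effect reversed to -0.0362 (untreated Arid3b effect) and fell to 0.0322 (co-culture Arid3b effect) across conditions, where no library is shared. Of 324 list tests fry called 155, as it compares a list with no other genes. Of the 133 gene values named, none changed direction, and 44 calls were lost over the fits without 1 library. All 133 kept their side of the threshold under RLE factors, upper quartile factors, both filters and the replicate block, 1 gained a call by DESeq2, 9 lost it without the 4 libraries that stand apart, and 10 lost it on the libraries of the compared groups alone.

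Groups share the replicate numbers 1 to 3, and the numbers did not pair the libraries. Over 84 same-numbered pairs the correlation of deviations from the group means had a median of 0.0054 (-0.0579 to 0.153, with 1 pair over 0.1, Control untreated with Arid3b-KO untreated replicate 2), against -0.0021 for different numbers, and 12 of 24 libraries matched best with their own number. With the replicate number as a block the counts were 27 for Arid3b loss untreated and 3 for the Arid3b by Runx3 interaction in co-culture, the other 16 stayed within 1.5 times, and camera called 100 lists. Depth limits what low genes can show: a library's 3 counts stood for 0.0965 to 0.245 CPM, and in the simulation of untreated Arid3b-KO against Control 26 of 67 genes changed 1.5-fold were called.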

Other observations

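The tests in this part were fixed before their results were seen, apart from the fit without genes under 0.1 CPM in untreated libraries and the median of the granzyme and perforin genes without Control untreated replicate 2. Transcription factors of CD8+ T cell differentiation moved in both directions without Runx3. In untreated Runx3-KO cells 4 of 38 measured rose and 7 fell, against 4 and 8 adjusted over the list alone (camera adjusted p = 0.164). Nfil3, a bZIP repressor (-0.79 ± 0.08, adjusted p = 5.37e-09), and Id2, an inhibitor of E proteins in effector cells (-0.47 ± 0.08, adjusted p = 5.45e-05), were lower, and Runx1, the paralog of Runx3 (1.28 ± 0.20, adjusted p = 1.79e-05), and Gata3, a factor of helper T cells (1.23 ± 0.26, adjusted p = 0.00331), higher. In co-culture 5 of 38 measured rose and 6 fell, against 9 and 7 adjusted over the list alone (camera adjusted p = 0.97), with Eomes, a T-box factor of memory and effector cells (-0.61 ± 0.10, adjusted p = 3.27e-05), lower and Runx1 (1.37 ± 0.20, adjusted p = 6.96e-06) higher. For helper lineage genes 1 of 18 measured rose, and 1 rose adjusted over the list alone (camera adjusted p = 0.219) in untreated Runx3-KO cells.

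Co-culture lowered Eomes in Control (-0.71 ± 0.10), Arid3b-KO (-0.55 ± 0.10), Runx3-KO (-0.77 ± 0.10) and Arid3b/Runx3-dKO (-0.81 ± 0.10) and raised Bhlhe40, a factor of cytokine-producing T cells (0.67 ± 0.09, 0.75 ± 0.09, 0.92 ± 0.09 and 0.94 ± 0.09 in that order). Of the p53 response genes in Control 2 of 25 measured rose and 6 fell, against 2 and 7 adjusted over the list alone (camera adjusted p = 0.169). Aen, an apoptosis nuclease, fell in each genotype (-0.99 ± 0.12, -1.22 ± 0.12, -1.18 ± 0.12 and -1.07 ± 0.12 in Control, Arid3b-KO, Runx3-KO and Arid3b/Runx3-dKO). Of the B cell and myeloid markers in Control 2 of 7 measured rose and 2 fell, against 2 and 2 adjusted over the list alone (camera adjusted p = 0.667), with Cd68, a lysosomal protein of macrophages, at 13.4 ± 2.45 against 3.03 ± 0.13 CPM. This list was not called by camera in any of the 18 contrasts. Of the genes named in the study's text 2 of 16 measured rose and 5 fell, against 2 and 8 adjusted over the list alone (camera adjusted p = 0.019, adjusted p = 0.123 with an estimated correlation) in Runx3-KO against Control co-culture, and in Arid3b-KO against Control co-culture edgeR called 0 of 16 measured (3 at an unadjusted p under 0.05, 0 by DESeq2), and 1 fell adjusted over the list alone (camera adjusted p = 0.634), a list that is not independent evidence because the study chose it.

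Epithelial transcripts appeared in every co-culture group, and the T cells are described as sorted after co-culture. If they came from 1 source, their amounts should rise and fall together between libraries of a group. Over 11 markers (among them Krt8, Krt18, Krt19 and Cldn4) the median pairwise correlation of residuals was 0.439, against a 95th percentile of 0.114 and a median of -0.00364 over 1000 random lists matched on expression. This is consistent with RNA or cells of the tumour line carried through the sort. Induction in the T cells cannot be told apart by this test, because genes induced together would also pass 0.114. Cdh1 stands in the epithelial and the tissue residency lists, and leaving genes under 0.1 CPM in untreated libraries out of the test gave 3956 genes in Control, 3440 in Arid3b-KO, 4375 in Runx3-KO and 4141 in Arid3b/Runx3-dKO.

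Of 10 granzyme and perforin genes, 4 were higher in Arid3b-KO cells in each condition. Reads divided wrongly between the copies Gzmc to Gzmg cannot change their sum, which gave 0.509 (log2, adjusted p = 0.000493) in untreated cells, and this argues against the division of reads as the source. Without Control untreated replicate 2, which stands apart, the median over Prf1 and the 9 granzymes of the list was 0.565, against 0.606 with it (camera p = 8.84e-05 and 3.62e-05 with an estimated correlation), which argues against that library as the whole source. How loss of Arid3b, the difference that the design names, acts on these genes was not tested, and unstated differences between the cultures remain open. In Runx3-KO cells the sum gave 0.337 (SE 0.0798, adjusted p = 0.117) untreated and 0.119 (SE 0.0793, adjusted p = 0.66) in co-culture, and neither was called.

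For the pairwise contrasts, 3 libraries against 3 make 10 splits, too few for a share under 0.05. The real count and the highest other one were 13 and 2 for Arid3b-KO against Control untreated, 4 and 1 in co-culture, 11 and 1 for Arid3b/Runx3-dKO against Runx3-KO untreated, and 31 and 2 in co-culture. They were 929 and 0 for Runx3-KO against Control untreated, 562 and 3 in co-culture, 478 and 3 for Arid3b/Runx3-dKO against Arid3b-KO untreated, 329 and 0 in co-culture, 580 and 7 for Arid3b/Runx3-dKO against Control untreated and 322 and 1 in co-culture. For co-culture against untreated cells they were 4377 and 0 in Control, 3876 and 0 in Arid3b-KO, 4821 and 0 in Runx3-KO and 4566 and 0 in Arid3b/Runx3-dKO. In each of these contrasts 1 split, the real one, reached the real count. For the Arid3b by co-culture interaction edgeR called 0 genes (480 at an unadjusted p under 0.05, 7 by DESeq2), a count that all 25 splits reach whatever the data, so they decide nothing (highest other 1).

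With an unadjusted p under 0.05 by DESeq2 and over 2-fold, co-culture changed 1866 genes in Control and 1739 in Arid3b-KO. Both are lower than the counts quoted from the study above, which come from a separate experiment. At the same limits Arid3b-KO differed from Control in 245 genes untreated and 245 in co-culture, again lower than the counts quoted.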
